# Histone deacetylase 6 plays an important role in TGF-β-induced murine Treg cell differentiation by regulating cell proliferation

**DOI:** 10.1038/s41598-022-27230-7

**Published:** 2022-12-29

**Authors:** Ji Hyeon Lee, Hyeong Su Kim, Sung Woong Jang, Gap Ryol Lee

**Keywords:** Immunology, Molecular biology

## Abstract

Regulatory T (Treg) cells maintain immune homeostasis by preventing abnormal or excessive immune responses. Histone deacetylase 6 (HDAC6) regulates expression of Foxp3, and thus, Treg cell differentiation; however, its role in Treg cell differentiation is unclear and somewhat controversial. Here, we investigated the role of HDAC6 in TGF-β-induced murine Treg cells. HDAC6 expression was higher in Treg cells than in other T helper cell subsets. Pharmacological inhibitors of HDAC6 selectively inhibited Treg cell differentiation and suppressive function. A specific HDAC6 inhibitor induced changes in global gene expression by Treg cells. Of these changes, genes related to cell division were prominently affected. In summary, HDAC6 plays an important role in TGF-β-induced murine Treg cell differentiation by regulating cell proliferation.

## Introduction

Regulatory T (Treg) cells belong to a subpopulation of T cells that maintain immune homeostasis^1–3^. In vivo, there are two types of Treg cells: thymus-derived Treg (tTreg) cells, which are derived from the thymus and migrate to peripheral tissues, and periphery-derived Treg (pTreg) cells, which are differentiated from naïve CD4 T cell in the periphery^4, 5^. Treg cells can also be generated in vitro by exposure to TGF-β: these cells are called iTreg cells^4, 5^. Treg cells play an essential role in peripheral tolerance and autoimmunity by regulating the activity of other immune cells^1, 6, 7^. Moreover, Treg cell-mediated suppression plays an important role in negative regulation of immune-mediated inflammation and autoimmune diseases^8^. By contrast, they also limit advantageous responses by repressing protective immunity against pathogens and by restricting antitumor immune responses^6, 9^. Therefore, abnormalities in Treg function are a fundamental cause of autoimmune and inflammatory disorders^10, 11^.

Functional Treg cells are characterized by specific expression of transcription factor forkhead and winged helix domain-containing protein 3 (Foxp3)^12, 13^. Foxp3 is a lineage-determining transcription factor that controls Treg development and function; thus, it is involved in immune homeostasis and is used as a major Treg marker^3, 14–16^. Foxp3 is an X chromosome-encoded transcription factor related to an X-linked fatal autoimmune disorder in humans called immunodysregulation polyendocrinopathy enteropathy X-linked syndrome (IPEX)^17–19^. Likewise, scurfy (sf) mice, an X-linked recessive mutant, show lymphoproliferative diseases and overexpression of numerous cytokines^12, 19^.

Epigenetic modifications, including DNA methylation and histone modifications, have a large impact on chromatin structure and gene expression in a heritable manner, but without changing genomic sequences^20, 21^. Studies show a general correlation between histone acetylation and gene activity, and that there are two classes of enzymes involved in determining the state of histone acetylation: histone acetyltransferases (HATs) and histone deacetylases (HDACs)^22–24^. HDACs are a class of evolutionarily conserved enzymes that remove acetyl groups from the lysine residues of histones and other proteins^25, 26^, allowing histones to wrap DNA more tightly. Tighter wrapping of DNA reduces the accessibility of transcription factors, resulting in transcriptional repression^25^. Humans possess 18 HDACs, which are classified into three main classes^27^, including HDAC6, which localizes to the cytoplasm and affects microtubule-dependent cell motility by functioning as a tubulin deacetylase^28^. It seems that HDAC6 mainly localizes in the cytoplasm, although it also interacts with some nuclear proteins including Foxp3 (reviewed in^29^). HDAC6 has been shown to interact with histones in vitro, but it was not confirmed in vivo^29^. Regulation of DNA methylation critically contributes to FOXP3 expression, lineage determination, and maintenance of Treg cells^30^. However, the link between histone deacetylation and FOXP3 expression remains unclear.

Repression of HDAC6 by pharmacological inhibitors or gene deletion increases Treg cell differentiation and function^31^. HDAC6 inhibitors suppress autoimmune diseases by damping down inflammation (reviewed in^32^). However, recent studies on the effect of HDAC6 inhibitors in tumor-infiltrating Treg cells are seemingly contradictory^33–35^. In these studies, HDAC6 inhibitors reduced Treg cell differentiation and function. Thus, the effect of HDAC6 inhibitors on Treg cells needs to be characterized more clearly.

Here, we examined the role of HDAC6 in TGF-β-induced murine Treg cell differentiation. A potent and highly selective HDAC6 inhibitor, Tubastatin A (TSA)^36, 37^, selectively downregulated the differentiation of Treg cells, but not that of Th1, Th2, and Th17 subsets. TSA reduced FOXP3 expression by Treg cells, leading to impairment of Treg identity and suppressive function. Moreover, RNA-sequencing (RNA-seq) analysis revealed that specific inhibition of HDAC6 affects the early differentiation stage and cell cycle phase of Treg cells. Overall, the results demonstrate that HDAC6 regulates lineage-specific differentiation of murine iTreg cells.

## Materials and methods

### Mice

Female C57BL/6 mice (aged 7–8 weeks) were purchased from Daehan Bio Link. All mice were housed under specific pathogen-free conditions and all animal experiments were approved by the Sogang University Institutional Animal Care and Use Committee (approval no. IACUCSGU2019_09). The reporting in this manuscript follows the ARRIVE guidelines.

### Differentiation of CD4 + T cell in vitro

Mice were used at age 7–10 weeks. Naïve CD4 + T cells were purified from mouse spleens using a MojoSort™ Mouse CD4 + Naïve T cell Isolation Kit (BioLegend). The isolated T cells were activated with plate-bound anti-CD3ε (145-2C11; 5 μg/ml) and soluble anti-CD28 (37.51; 2 μg/ml).

The following cytokines and antibodies were added to cell culture medium: for Th1 cell differentiation, mouse recombinant IL-2 (1 ng/ml), mouse recombinant IL-12 p70 (3.3 ng/ml), and 11B11 (anti-IL-4, 5 μg/ml); for Th2 differentiation, mouse recombinant IL-2 (1 ng/ml), mouse recombinant IL-4 (5 ng/ml), and XMG1.2 (anti-IFN-γ, 5 μg/ml); for Th17 cell differentiation, human recombinant TGF-β1 (1 ng/ml), mouse recombinant IL-6 (50 ng/ml), mouse recombinant TNFα (1 ng/ml), mouse recombinant IL-1β (10 ng/ml), XMG1.2 (5 μg/ml), and 11B11 (5 μg/ml); and for iTreg cell differentiation, mouse recombinant IL-2 (1 ng/ml), human recombinant TGF-β1 (5 ng/ml), XMG1.2 (10 μg/ml), and 11B11 (10 μg/ml). All cytokines used for differentiation were purchased from eBioscience.

TSA (a HDAC6 inhibitor) and ACY-738 (a HDAC6 inhibitor) were purchased from Selleckchem. HPOB (a HDAC6 inhibitor) and Nexturastat A (a HDAC6 inhibitor) were purchased from Cayman Chemical. Trichostatin A, a pan-HDAC inhibitor was purchased from Sigma-Aldrich. All inhibitors were solubilized in DMSO and added to culture media at a dilution of 1:1000.

### Splenic tTreg isolation and in vitro culture

Mice at age between 7 to 10 weeks were sacrificed and the spleens were isolated. After red blood cell lysis, cells were incubated with biotin anti-mouse CD8α (100,704, BioLegend), biotin anti-mouse I-A/I-E (107,604, BioLegend), biotin anti-mouse NK1.1 (108,704, BioLegend), biotin anti-mouse/human B220 (103,204, BioLegend), biotin anti-mouse CD49b (103,522, BioLegend), biotin anti-mouse CD19 (115,504, BioLegend), biotin anti-mouse/human CD11b (101,204, BioLegend), and biotin anti-mouse CD11c (117,304, BioLegend). Antibody-bound cells were then negatively selected by using MagnaBind™ Streptavidin (21,344, Thermo Fisher Scientific). Subsequently, Biotin anti-mouse CD25 (102,004, BioLegend) and MojoSort™ streptavidin nanobeads (480,016, BioLegend) were used for positive selection. The cells were purified by magnetic separation using LS Columns (130–042-401, Miltenyi Biotec) according to the manufacturer’s instructions.

The isolated cells were activated with plate-bound anti-CD3ε (145-2C11; 5 μg/ml) and soluble anti-CD28 (37.51; 2 μg/ml). For tTreg culture, mouse recombinant IL-2 (50 ng/ml), human recombinant TGF-β1 (5 ng/ml), XMG1.2 (10 μg/ml), and 11B11 (10 μg/ml) were added to the cell culture medium. All cytokines for differentiation were purchased from eBioscience.

### RNA isolation and quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA was extracted from cells using TRI-reagent (Molecular Research Center), according to the manufacturer’s instructions. Reverse transcription was carried out using TOPscript RT (Enzynomics). Next, a qRT-PCR assay was performed using TOPreal™ qPCR 2 × PreMIX TaqMan Probe or SYBR Green (Enzynomics) and a Roche LightCycler 96 instrument. The sequences of the primers used for qRT-PCR analysis are provided in Supplementary Table 1.

### Immunoblot analysis

After cell lysis using RIPA buffer (Sigma) containing a protease inhibitor cocktail (GenDEPOT), cell lysates were mixed with lane marker reducing sample buffer (Thermo Fisher Scientific) and boiled. The proteins were separated by SDS-PAGE and transferred to a PVDF membrane. The membrane was blocked for 1 h at room temperature (RT) with 5% skim milk prepared in TBS-T buffer. The membrane was then incubated overnight at 4 °C with a primary antibody diluted 1:1000 in 5% skim milk. After washing in TBS-T buffer, the membrane was incubated for 1 h at RT with an HRP-conjugated secondary antibody diluted 1:5000 in 5% skim milk. After washing again, signals were detected using West-Q Pico ECL solution or West-Q Femto clean ECL solution (GenDEPOT). An anti-HDAC6 antibody (D21B10, Cell Signaling Biotechnology) and an anti-β-actin antibody (C4, Santa Cruz Biotechnology) were used as the primary antibodies. HRP-conjugated anti-rabbit IgG and HRP-conjugated anti-mouse IgG were used as the secondary antibodies.

### Flow cytometry analysis

For intracellular cytokine staining, cells were re-stimulated for 4 h before harvest with phorbol myristate acetate (PMA) (50 ng/ml), ionomycin (1 μM) (both from Sigma-Aldrich), and Brefeldin A (BioLegend). Then, the cells were harvested, fixed, and permeabilized using an intracellular staining kit (eBioscience) prior to staining with PerCP/Cy5.5-conjugated anti-IL17A (506,919, BioLegend) and PerCP/Cy5.5-conjugated anti-Ki-67 (652,423, BioLegend) antibodies.

For transcription factor staining, cells were harvested directly, fixed, and permeabilized using a FOXP3 intracellular staining kit (BioLegend). Cells were then stained with a FITC-conjugated anti-Foxp3 antibody (11–5773-80, eBioscience) or an APC-conjugated anti-Foxp3 antibody (17–5773-82, eBioscience). Cells were also stained with APC-conjugated anti-CD152 (106,309, BioLegend), FITC-conjugated anti-GITR (120,205, BioLegend), PE-conjugated anti-ICOS (313,507, BioLegend), PE-conjugated anti-CD25 (102,008, BioLegend), and PerCP/Cy5.5-conjugated anti- programmed death-1 (PD-1; 135,207, BioLegend) antibodies. Stained cells were analyzed using an Accuri C6 Plus flow cytometer (BD Biosciences) or a FACSCalibur flow cytometer (BD Biosciences).

### In vitro suppression assay and proliferation assay

For the in vitro suppression assay, naïve T cells were treated with vehicle (DMSO) or a HDAC6 inhibitor (TSA), and then differentiated into iTreg cells for 3 days. Naïve T cells were stained with carboxy fluorescein succinimidyl ester (CFSE) (Sigma). Harvested iTreg and stained naïve T cells were cocultured in 96-well plates containing anti-CD3/CD28 beads (Invitrogen) (at several ratios). After 3 days, cells were harvested, and responder cells were selected and analyzed using a BD Accuri C6 Plus flow cytometer.

For the proliferation assay, naïve T cells were stained using CFSE (Sigma) and then polarized into each CD4 + T cell subset for 3 days. The stained cells were selected and analyzed using a BD Accuri C6 Plus flow cytometer.

### RNA-seq and gene set enrichment analysis (GSEA)

Total RNA was isolated using Trizol reagent (Invitrogen). RNA quality was assessed with an Agilent 2100 bioanalyzer using the RNA 6000 Nano Chip (Agilent Technologies, Amstelveen, the Netherlands), and RNA quantification was performed using an ND 2000 Spectrophotometer (Thermo Fisher, Waltham, MA, USA). For control and experimental RNAs, library construction was performed using the QuantSeq 3 mRNA Seq Library Prep Kit (Lexogen, Inc., Austria) according to the manufacturer’s instructions. High throughput sequencing was performed as single-end 75 sequencing using NextSeq 500 (Illumina, Inc., USA). RNA-seq data is available at GEO database (accession no. GSE 210,794). The RNA-seq analysis was performed with one set of biological samples and the number of differentially expressed genes was calculated based on more than twofold changes in gene expression level in TSA-treated and control Treg cells. Data analysis and graphic visualization were performed by ExDEGA (eBiogen Inc.). Gene classification was based on searches via Medline databases (https://www.ncbi.nlm.nih.gov/). GSEA from the Broad Institute (https://www.gsea-msigdb.org/gsea/index.jsp) was used to calculate enrichment of genes.

### Statistical analysis

Data are expressed as the mean ± standard deviation (SD). Differences between groups were determined by a two-way ANOVA or the Student’s *t* test, as appropriate. P values < 0.05 were considered statistically significant (*P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001).

## Results

### iTreg cells express the highest amount of HDAC6 among CD4 T cell subsets

To investigate the role of HDAC6 in each subtype of CD4 + T cells, we differentiated mouse naïve CD4 + T cells into Th1, Th2, Th17, or Treg cells and then measured the amount of HDAC6 mRNA (Fig. 1A) and protein (Fig. 1B, Suppl. Figure 1). At both the mRNA and protein levels, Treg cells showed the highest expression of HDAC6 among all CD4 + T cell subsets. This result suggests that HDAC6 may play an important role in Treg cell biology.

**Figure 1:**
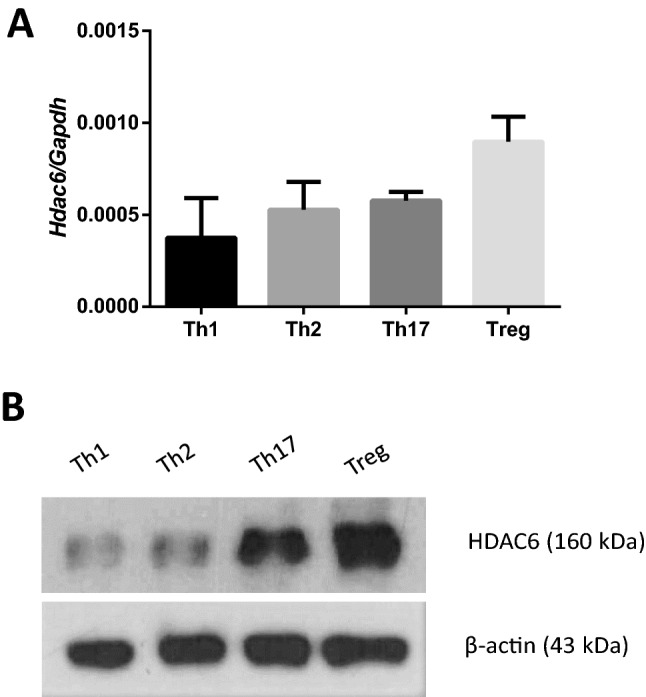
HDAC6 expression by different CD4 T cell subsets. (**A**, **B**) Naïve CD4 + T cells were isolated from mouse spleens and differentiated for 3 days into Th1, Th2, Th17, and Treg subsets. Relative expression of *Hdac6* mRNA was measured by qRT-PCR (**A**), and HDAC6 protein levels were measured by immunoblot analysis (**B**). qRT-PCR data are representative of three independent experiments. Error bars represent the SD.

### A HDAC6 inhibitor regulates differentiation of Th17 and Treg cells in a dose-dependent manner

Each CD4 + T cell subset expresses lineage-specific transcription factors and cytokines that are important for effector function. For example, expression of T-bet and IFN-γ is associated with Th1 cells; that of GATA3 and IL4 with Th2 cells; that of RORrt and IL-17 with Th17 cells; and that of Foxp3 and IL-10 with Treg cells^38, 39^. To explore whether HDAC6 affects differentiation of CD4 + T cells, we differentiated naïve CD4 T cells into each subset in the presence of TSA, a selective HDAC6 inhibitor^36, 37^. Next, we performed qRT-PCR to measured expression of marker genes for each subset (Fig. 2A). Expression of *Ifng* mRNA in Th1 cells, and *Il4* mRNA in Th2 cells, increased slightly after TSA treatment. *Il17a* expression showed a significant increase in TSA-treated Th17 cells. By contrast, *Foxp3* mRNA levels in Treg cells fell significantly after TSA treatment (Fig. 2A). To further investigate reciprocal regulation of Th17 and Treg cells by TSA, we treated these cells with different concentrations (2.5–10 μM) of TSA and analyzed both mRNA (Fig. 2B) and protein (Fig. 2C and D) levels of each subset-specific marker gene. *Il17a* mRNA levels increased in Th17 cells, whereas *Foxp3* mRNA decreased in Treg cells, in a dose-dependent manner (Fig. 2B). Consistent with mRNA expression, expression of IL-17A protein increased in Th17 cells, and expression of FOXP3 protein decreased in Treg cells within a broad range of TSA concentration (10 nM ~ 10 μM), again in a dose-dependent manner (Fig. 2C and D). We examined the specificity of TSA on HDAC6 activity using α-tubulin and histone H3 as substrates. α-tubulin acetylation was increased dose-dependently by TSA treatment (0 to 10 μM range) up to 20 fold compared to untreated control. By contrast, histone H3 acetylation was only slightly increased by TSA treatment up to threefold. These results indicate that TAS specifically inhibited HDAC6 activity in the concentration used in this study (Fig. 2E, Suppl. Figure 2). When splenic Treg cells isolated from C57BL/6 mice were treated with TSA (10 μM)*,* Foxp3 expression decreased (Fig. 2F). Since splenic Treg cells are already differentiated cells, this result suggests that HDAC6 also affects maintenance of Treg cells by regulating Foxp3 expression. Collectively, the data suggest that TSA affects Th17 and Treg differentiation and maintenance in a dose-dependent manner.

**Figure 2:**
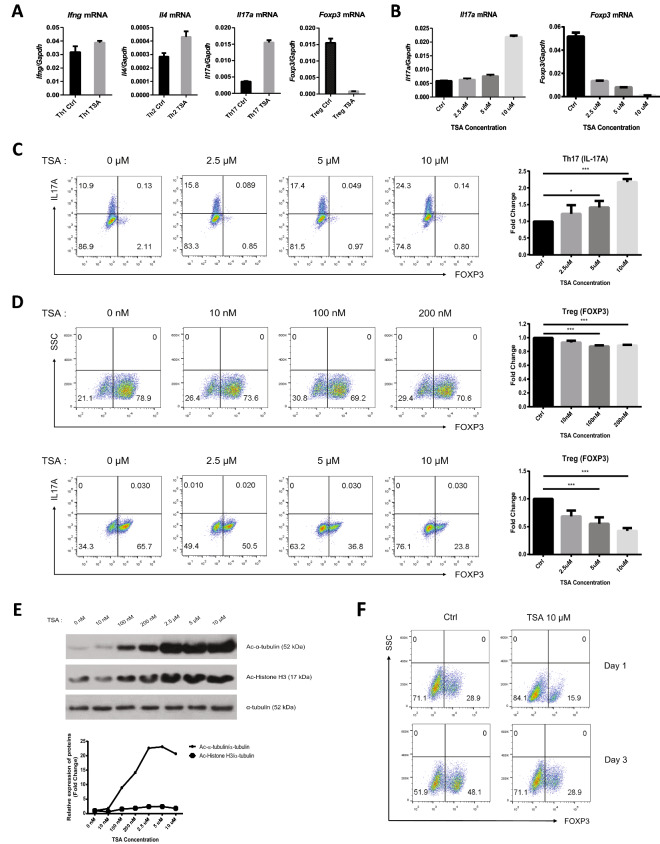
An HDAC6 inhibitor reduces Treg differentiation and maintenance. (**A**) Naïve CD4 + T cells were differentiated for 3 days into each CD4 + T cell subset in the presence of vehicle (control) or TSA (10 µM). Relative expression of *Ifng* mRNA by Th1 cells, *Il4* mRNA by Th2 cells, *Il17a* mRNA by Th17 cells, and *Foxp3* mRNA by Treg cells was measured by qRT-PCR. (**B**–**D**) Naïve CD4 + T cells were differentiated for 3 days into Th17 or Treg subsets in the presence of various concentrations of TSA. Relative expression of *Il17a* mRNA by Th17 cells, and *Foxp3* mRNA by Treg cells, was measured by qRT-PCR (B). The percentage of IL-17A + cells under Th17-polarizing conditions was analyzed by flow cytometry (**C**), and the percentage of FOXP3 + cells was analyzed under Treg-polarizing conditions (**D**). (**E**) Dose-dependent treatment of TSA increased the level of acetylated (Ac) α-tubulin. Protein levels of Ac-α-tubulin and Ac-Histone H3 were detected by immunoblot analysis (top) and relative expression of each protein was quantified using ImageJ software (below). (**F**) CD4 + CD25 + (tTreg) cells were isolated from mouse spleens and cultured for 1 or 3 days with vehicle (control) or TSA (10 µM). The percentage of FOXP3 + cells was analyzed by flow cytometry. qRT-PCR and dot plot data are representative of three independent experiments. Statistical analysis in C and D was performed using data pooled from three individual experiments. Error bars represent the SD, and P values were determined by the Student’s t test. *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001, n.s., not significant.

### HDAC inhibitors repress iTreg cell differentiation

To confirm whether HDAC6, but no other members of the HDAC family, affects differentiation of Th17 and Treg cells, we tested independent HDAC6-specific inhibitors, ACY-738, HPOB, and Nexturastat A^40–43^. FACS analysis showed no change in IL-17A protein expression under Th17-skewing conditions, and a significant reduction in FOXP3 protein expression under Treg-skewing conditions, in the presence of ACY-738 (Fig. 3A). Moreover, HPOB and Nexturastat A decreased FOXP3 expression in Treg cells in a dose-dependent manner (Fig. 3B), which is consistent with previous results (Fig. 2). To further examine whether a pan-HDAC inhibitor has the same effects on Treg cell differentiation, we used the pan-HDAC inhibitor Trichostatin A^44^. When Treg cells were induced in the presence of Trichostatin A, Foxp3 protein levels fell by half (Fig. 3C). These data suggest that both HDAC6-specific and nonspecific HDAC inhibitors negatively regulate Foxp3 expression in iTreg cells.

**Figure 3:**
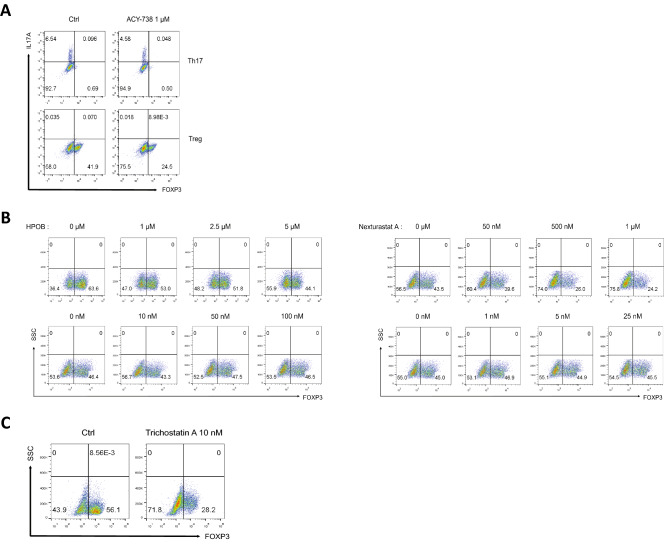
Various pharmacological inhibitors of HDAC6, or a pan-HDAC inhibitor, prevent iTreg differentiation. (**A**) Naïve CD4 + T cells were differentiated for 3 days into Th17 or Treg cells in the presence of vehicle control or ACY-738 (1 µM). The percentage of IL-17A + and FOXP3 + cells was analyzed by flow cytometry. (**B**) Naïve CD4 + T cells were differentiated for 3 days into Treg cells in the presence of various concentrations of HPOB (top) or Nexturastat A (bottom), and the percentage of FOXP3 + cells was analyzed by flow cytometry. (**C**) Naïve CD4 + T cells were differentiated for 3 days into Treg cells in the presence of vehicle control or Trichostatin A (10 nM). The percentage of FOXP3 + cells was analyzed by flow cytometry.

### A HDAC6 inhibitor regulates the early stage of iTreg cell differentiation and impairs Treg cell identity

To explore whether TSA has effects at the early stage of iTreg differentiation, we treated naïve CD4 + T cells with DMSO (vehicle control) or 10 μM TSA and then cultured them for 1 day under Treg-inducing conditions. The percentage of FOXP3 + cells decreased by more than half upon TSA treatment (Fig. 4A). Next, we performed RNA-seq to gain insight into the different transcription profiles of control and TSA-treated Treg cells. 

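Naïve CD4+ T cells were cultured for 1 day with TGF-β1 (5 ng/ml) and IL-2 (1 ng/ml), either with DMSO (control) or with 10 μM Tubastatin A, and total RNA from 1 culture of each kind was sequenced. There was thus 1 library per condition, and no difference between control and TSA-treated Treg cells given below has a replicate check. The libraries were made with the QuantSeq kit, which reads the end of each polyadenylated transcript next to its poly(A) tail, so that a transcript gives about 1 read per captured molecule whatever its length, and were sequenced as single-end 75-nt reads on a NextSeq 500. The authors deposited 1 value per gene and library for 23282 rows of gene symbols, on the scale of log2 of a normalized count plus 1. When the values were taken back from the log2 scale, low values fell on steps of 1.005 normalized counts per read in the control library and 0.995 in the TSA library. Among genes with 1 to 300 reads, 99.7% of the control values and 99.9% of the TSA values lay within 0.1 of a whole number of reads. The reads recovered in this way summed to 10845868 for the control library and 10432698 for the TSA library. A single gene, Rn45s, the precursor of ribosomal RNA, named here after its values were seen, held 8.72% of the control reads and 9.63% of the TSA reads. Fold changes are the deposited TSA value minus the deposited control value, taken out of the log2 scale, so they keep the authors' scaling and the 1 count added to each value, which understates the change of genes with few reads. Genes with at least 10 reads in at least 1 library were tested, which left 12164 genes. Each 95% interval of a fold change is an exact Clopper-Pearson interval on the reads of the 2 libraries. It compares those libraries, not the conditions, and covers counting error only, because PCR copies of 1 molecule could not be told apart from other reads. The smallest amount the depth could show, 3 reads, was a CPM (reads scaled to the library total) of 0.277 in the control library and 0.288 in the TSA library.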

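Of the genes tested, 1783 differed by more than 2-fold between control and TSA-treated Treg cells. The level was higher in the TSA library for 1400 of them and lower for 383, so that 78.5% of the changed genes were higher. To see how many genes the sampling of reads alone would move past 2-fold, the reads of each gene were pooled and split at random between the libraries in proportion to their depth. Over 100 such splits, 163 genes on average passed 2-fold, with a range of 135 to 193. The excess of higher genes was found at low read counts. Among genes with a mean normalized count under 20, 838 were higher and 166 lower, and between 20 and 100 the numbers were 441 and 110. From 100 to 500, 112 genes were higher and 79 lower, and at 500 or more, 9 were higher and 28 lower. For 703 genes the whole 95% interval of the fold change lay beyond 2-fold, with 604 higher and 99 lower. The total moved most with the filter on low counts. Without a filter 4017 genes passed 2-fold, and 419 passed when a mean normalized count of at least 50 was required.

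**Figure D1:**
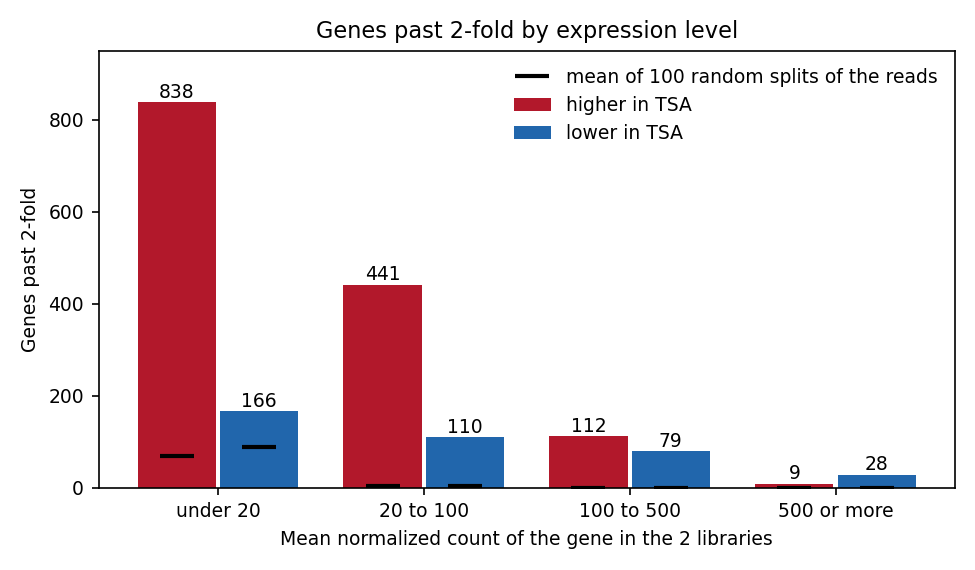
Number of genes past 2-fold in the TSA library against the control library (vertical axis), by the mean normalized count of the gene in the 2 libraries (horizontal axis). Red bars are genes higher and blue bars genes lower in the TSA library, and black lines are the mean of 100 random splits of the reads; higher genes outnumber lower genes 838 to 166 in the lowest group, whereas 9 are higher and 28 lower in the highest group.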

Based on more than twofold changes in gene expression level in TSA-treated and control Treg cells, we identified 2,722 differentially expressed genes in TSA-treated cells (Fig. 4B). Among 907 downregulated transcripts were Treg signature genes such as *Foxp3, Pdcd1, Ccr4,* and *Cxcr5.* By contrast, expression of inflammatory cytokines, including *Il17a, Il17f., Il4,* and *Il21*, by effector CD4 + T cells was upregulated (Fig. 4B). 

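Foxp3 had 1633 reads in the control library and 965 in the TSA library, a fold change (TSA over control) of 0.586 with a 95% interval of 0.5398 to 0.634. Pdcd1, which encodes PD-1, went from 1069 to 583 reads, a fold change of 0.541 (0.487 to 0.598). Ccr4 showed the largest fall of the 4 genes, from 204 to 41 reads, a fold change of 0.203 (0.139 to 0.279). Cxcr5 went from 81 to 53 reads, a fold change of 0.652 (0.449 to 0.927). All 4 genes were lower by more than counting error, and Ccr4 was lower by more than 2-fold. The cytokine genes rested on few reads. Il17a had 29 reads in the control library and 57 in the TSA library, a fold change of 1.91 (1.22 to 3.16), and Il17f had 17 and 42 reads, a fold change of 2.37 (1.36 to 4.58). Il4 had 1 read in the control library and 14 in the TSA library. With the control set at 3 reads, the smallest amount the depth could show, this is at least 4.62-fold, but the 95% interval of its fold change, 2.11 to 586, also holds smaller values. Il21 had 5 and 7 reads, fewer than the minimum for testing, and a difference in Il21 was not detectable at this depth. In total, 3 of the 8 genes passed 2-fold, and 4, with Il17a, when the libraries were scaled by total reads. In the GENCODE M21 annotation of GRCm38, matched by symbol because the paper's text names no genome build, all 8 are protein-coding genes. Foxp3 lies on chromosome X from 7573644 to 7595245, Pdcd1 on chromosome 1 from 94038305 to 94052553, Ccr4 on chromosome 9 from 114490316 to 114504916 and Cxcr5 on chromosome 9 from 44511787 to 44561877. Il17a and Il17f are close to each other on chromosome 1, from 20730905 to 20734496 and from 20777146 to 20790617. Il4 lies on chromosome 11 from 53602982 to 53618669 and Il21 on chromosome 3 from 37222759 to 37232636.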

We then selected genes associated with conventional T (Tconv) cells or Treg cells, and found that TSA-treated Treg cells seemed to fail to differentiate into Treg cells; indeed, these cells showed higher expression of lineage-determining transcription factors associated with Tconv cells, and lower expression of Treg marker genes (Fig. 4C). 

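Of the 21 genes of the heat map, 15 had a 95% interval that excluded no change as deposited, with 11 lower and 4 higher in the TSA library. Besides Foxp3 and Pdcd1, Nrp1 fell from 576 to 281 reads, a fold change of 0.484 (95% interval 0.417 to 0.558), and was the gene of the heat map with more than 3 reads that was lower by more than 2-fold, though not with total-read scaling (log2 fold change -0.98). Tnfrsf9 had a fold change of 0.7402 (0.701 to 0.781), Il2rb of 0.818, Ikzf4 of 0.824 and Il2ra of 0.8403. Ctla4, Myc and Icos were lower by smaller amounts, with fold changes of 0.879, 0.883 and 0.887, and Il2 had a fold change of 0.801 (0.646 to 0.9905). With total-read scaling the intervals of Ctla4, Myc and Il2 would include no change. The intervals of Gzmb (18 and 9 reads), Prdm1 (52 and 45 reads) and Tnfrsf4 (fold change 0.973) included no change. Among the Treg-associated genes, 2 were higher: Tnfrsf18, which encodes GITR, with a fold change of 1.2 (1.15 to 1.26), and Il10, with 12 reads in the control library and 51 in the TSA library, a fold change of 3.96 (2.21 to 8.67). Among the lineage-determining transcription factors, Tbx21 had a fold change of 1.2 (1.13 to 1.28) and Rora of 1.13 (1.009 to 1.26), while for Gata3 the value of 1.07 (0.945 to 1.204) did not differ from no change by more than counting error. Pparg had 3 reads in the control library and 0 in the TSA library, and Nlrp3 had 0 and 2 reads. Both genes were at or under the smallest amount the depth could show in both libraries, so no fold change is given for them. The direction of Tnfrsf4 depended on the scaling, with a log2 fold change of -0.04 as deposited and 0.030 when the libraries were scaled by their total reads.

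**Figure D2:**
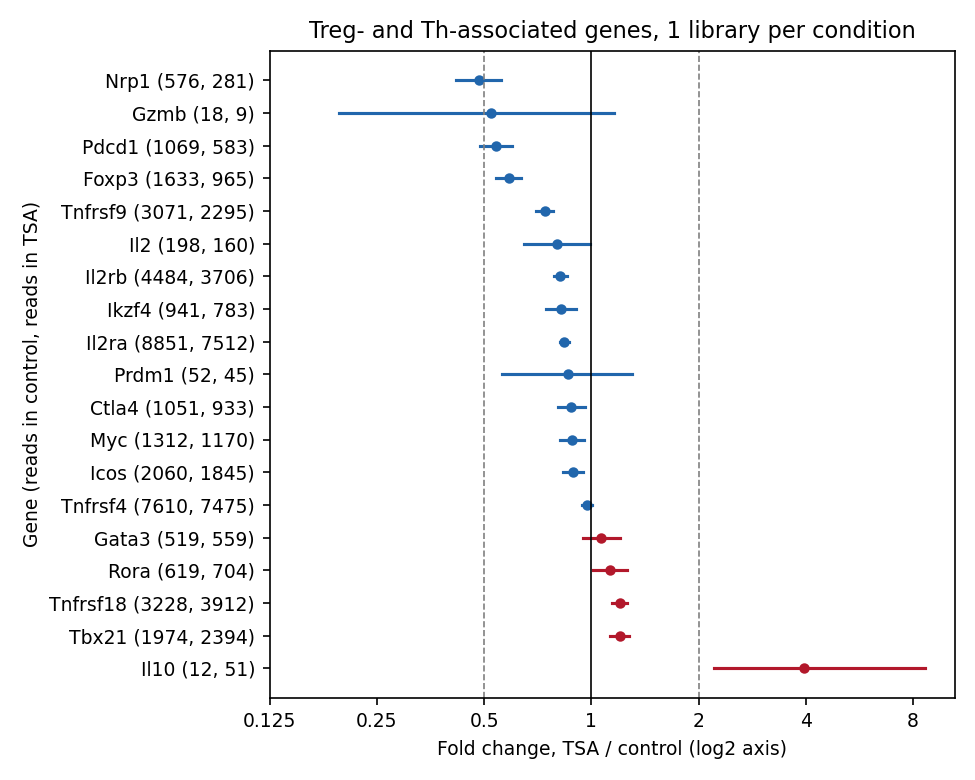
Fold change of 19 of the Treg- and Th-associated genes in the TSA library over the control library (horizontal log2 axis), without Pparg and Nlrp3, which had at most 3 reads in each library; the reads in each library are in parentheses. Points are fold changes and lines their 95% counting intervals from 1 library per condition, blue for genes lower and red for genes higher in the TSA library as deposited; dashed lines mark 2-fold, which Nrp1 passes at 0.484 and Il10 at 3.96, while Tnfrsf4, at 0.973, is the gene whose direction changes with the scaling.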

PPAR-γ negatively regulates Th17 differentiation^45^ and acts as an essential molecule that manages visceral adipose tissue Treg cell accumulation, phenotype, and function^46^. Moreover, NLRP3, a crucial factor for inflammasome formation^47^, plays a role as a negative regulator of Treg differentiation^48^. These gene expression profiles suggest that TSA-treated cells fail to differentiate to Treg cells. 

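The 15 Treg-associated genes of the heat map were taken together as 1 list, of which 14 had enough reads to be tested. Their median log2 fold change was -0.27, and 12 of the 14 were lower in the TSA library (11 when the libraries were scaled by total reads or by the upper quartile). Set against 10000 random lists of 14 genes with similar mean expression, the median lay at the 2.27th percentile. A second list held the genes of Fig. 4B and 4C that belong to conventional T cells (Tbx21, Gata3, Rora, Il2, Myc, Nlrp3, Il17a, Il17f, Il4 and Il21), of which 8 could be tested. The median log2 fold change of these 8 was 0.22, 6 of them were higher, and the median lay at the 85.3rd percentile of random lists, inside their central range. Both lists come from figures made with these same 2 libraries and no genes chosen apart from them were used, so the percentiles describe the lists and do not test them, and they have no replicate check. From the lower Treg marker genes and the higher Tconv genes, the paper proposes that TSA-treated cells fail to differentiate to Treg cells.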

We then used DAVID Gene Ontology (GO) analysis (http://david.ncifcrf.gov) to investigate gene categories that are altered in TSA-treated Treg cells. 

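Gene Ontology terms were not used here, and sets of the Reactome pathway database that cover similar processes were examined instead. Of all 12164 tested genes, 1400 were higher and 383 lower by more than 2-fold in the TSA library. Of 1021 tested genes in the Reactome signal transduction set, 122 were higher and 46 lower. The set for developmental biology had 52 genes higher and 6 lower among 245, and axon guidance, which it includes, had 41 higher and 6 lower among 179. The generic transcription pathway had 16 genes higher and 1 lower among 146. For signal transduction and generic transcription, the share of higher genes was thus close to that of all tested genes. For developmental biology and axon guidance it was larger. The cell cycle set went the other way, with 8 genes higher and 28 lower among 443, a median log2 fold change of -0.20 and 330 genes lower at any size (296 when the libraries were scaled by total reads). Its median lay below those of all 10000 random lists matched on mean expression. The medians of the sets for signal transduction (0.064), developmental biology (0.12) and axon guidance (0.13) lay at the 100th, 99.96th and 99.7th percentile. Those changes rested on genes with few reads: with a mean normalized count of at least 50 required, the 3 medians were 0.010, 0.011 and 0.019. For apoptosis, 5 genes were higher and 3 lower by more than 2-fold among 129, and the median of 0.010 lay at the 99.5th percentile. That percentile was high because random lists of matched expression had lower medians. It shows no rise of the set, whose median had a 95% counting range of -0.017 to 0.024. The median of all tested genes was 0.015.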

We found alterations in genes associated with cell differentiation, signal transduction, regulation transcription, and the cell cycle (Fig. 4D). A previous study shows that HDAC6 may be recruited to chromatin through physical interaction with phosphorylated RNA polymerase II^49^. Our data also suggest that many genes related to regulation of transcription via the RNA polymerase II promoter were altered significantly (Fig. 4D). 

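Annotation of the regulation of transcription from RNA polymerase II promoters was not used here, so transcription was examined with 2 other lists. The Reactome set for RNA polymerase II transcription, which holds the general transcription and RNA processing machinery, had 103 tested genes, none of which passed 2-fold. Its median log2 fold change was -0.18, at the 0.200th percentile of 10000 random lists matched on mean expression, and 84 of the 103 genes were lower in the TSA library (68 when the libraries were scaled by total reads). Sequence-specific transcription factors were represented by 614 genes of families recognised by their symbols, such as the Fox, Sox and Klf genes, of which 411 could be tested. Of these, 68 were higher and 9 lower in the TSA library by more than 2-fold. The median log2 fold change was 0.15, at the 96.0th percentile of random lists, inside their central range. With at least 10 reads required in both libraries, 37 in place of 77 transcription factor genes passed 2-fold.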

Taken together, these results suggest that HDAC6 regulates many genes involved in iTreg cell differentiation.

**Figure 4:**
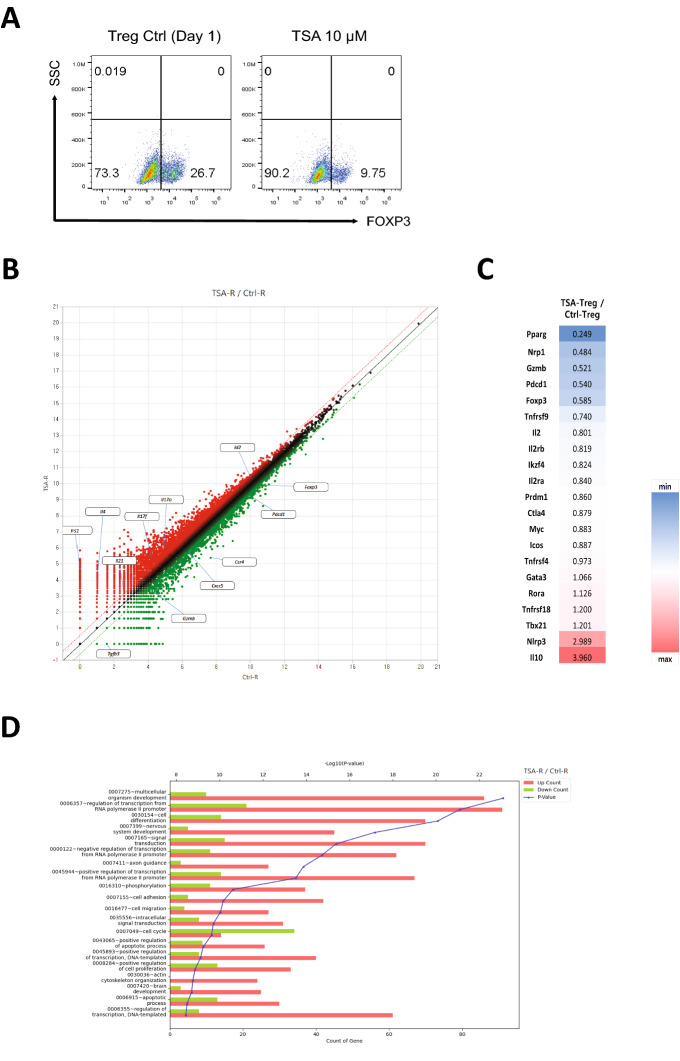
Global gene expression analysis by RNA-seq. (**A**) Naïve CD4 + T cells were differentiated for 1 day into Treg cells in the presence of vehicle (control) or TSA (10 μM). The percentage of FOXP3 + cells was analyzed by flow cytometry. (**B**) Scatter plot of RNA-seq data. RNA-seq analysis was conducted using total RNA isolated from control or TSA-treated Treg cells after 1 day of culture. Genes upregulated (-fold change > 2.0) are shown in red; genes downregulated (-fold change > 2.0) are shown in green. (**C**) Heat map of -fold changes shows expression of Th- and Treg-associated genes. Red and blue represent high and low levels of expression of the indicated genes, respectively. (**D**) GO analysis of differentially expressed genes in control or TSA-treated Treg cells.

### HDAC6 inhibitors hinder the immunosuppressive function of iTreg cells

To examine whether HDAC6 affects the functional properties of iTreg cells, we conducted an in vitro suppression assay. Naïve CD4 T cells were differentiated into Treg cells in the presence or absence of 10 μM TSA. CFSE-labeled naïve CD4 T cells were used as responder T (Tresp) cells. Tresp cells were mixed with Treg cells at various ratios and then cocultured in the presence of αCD3/αCD28 beads for 3 days. Finally, proliferation of Tresp cells was measured by flow cytometry. CFSE-stained Tresp cells proliferated to a greater extent when cocultured with TSA-treated Treg cells than when cocultured with control Treg cells (Fig. 5A). To explore the molecular mechanism underlying the reduced suppressive activity of Treg cells in the presence of TSA, we examined their cell surface phenotype. Flow cytometry analysis revealed that Treg cells with or without TSA treatment expressed similar levels of CTLA4, GITR, and ICOS on the surface (Fig. 5B). However, expression of CD25, a key marker of suppressive CD4 + T cells^1^, fell significantly. Expression of PD-1, which controls Treg cell development and function^50^, was also reduced by TSA. Furthermore, as expression of Foxp3 decreased, expression of Foxp3 target genes also changed. Foxp3 can to bind to DNA and regulate transcription of other factors and therefore plays a central role in establishing the Treg lineage^13^, both directly and indirectly. *Il2ra, Prdm1, Nt5e,* and *Crem* in Treg cells are upregulated by Foxp3^51, 52^, whereas *Zeb2* is repressed^53^. This is consistent with our finding that TSA-treated Treg cells showed reduced expression of *Il2ra, Prdm1, Nt5e,* and *Crem,* and elevated expression of *Zeb2* (Fig. 5C). To examine whether RORγt was affected by TSA treatment in Treg cells, we measured expression of *Rorc* mRNA level in Treg cells and Th17 cells. TSA-treated Treg cells did not increase expression of *Rorc* mRNA, although TSA-treated Th17 cells increased *Rorc* mRNA expression. These results suggest that reduction of Foxp3 expression in TSA-treated Treg cells was not due to increased *Rorc* expression (Suppl. Figure 3). Collectively, these results suggest that TSA-treated iTreg cells are less suppressive than control Treg cells, and that they undergo changes in global gene expression that reflect failure of Treg cell differentiation.

**Figure 5:**
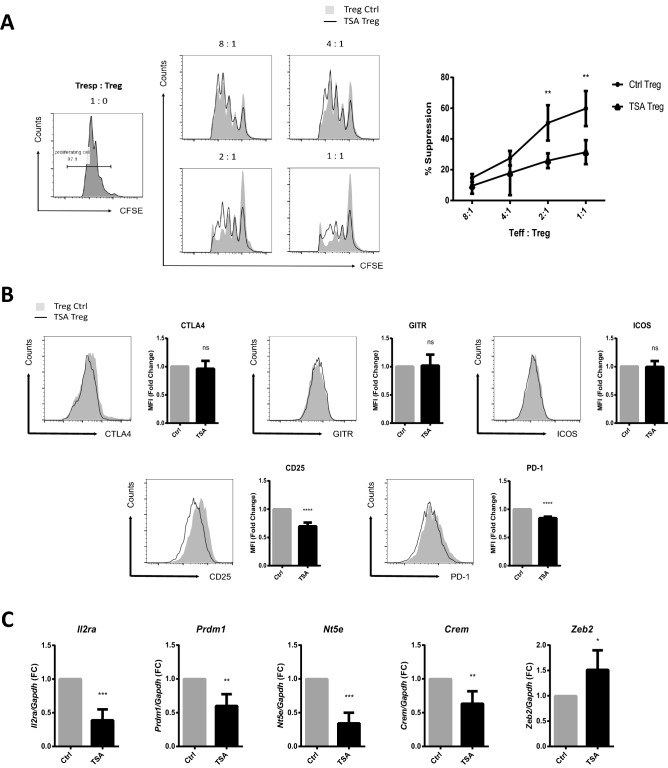
An HDAC6 inhibitor reduces iTreg cell proliferation. (**A**) Naïve CD4 + T cells were stained with CFSE and cocultured with the indicated ratios of Treg cells. The in vitro immunosuppressive activity of Treg cells was quantified by analyzing proliferation of naïve CD4 + T cells. Histogram data are representative of three independent experiments, and statistical analysis was performed using data pooled from three independent experiments. (**B**) Naïve CD4 + T cells were differentiated for 3 days into Treg cells in the presence of vehicle (control) or TSA (10 μM). Expression of CTLA4, GITR, ICOS, CD25, and PD-1 protein was analyzed by flow cytometry. The MFI for each experiment was measured and data from four independent experiments were pooled. (**C**) Cells were cultured as described in B. Expression of *Il2ra, Prdm1, Nt5e, Crem,* and *Zeb2* mRNA was measured by qRT-PCR. qRT-PCR data from four independent experiments were pooled. Error bars represent the SD, and P values were determined by a two-way ANOVA (A) and the Student’s t test (**B**, **C**). *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001, n.s., not significant.

### HDAC6 inhibitors suppress cell cycle progression in iTreg cells

To further explore alterations of Treg function, we performed GSEA using RNA-seq data (GSE210794). 

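The genes tested were ranked by their log2 fold change, and the running-sum score of GSEA (weight 1) was computed for the Reactome set for cell cycle checkpoints, in the mouse version that comes with the fgsea package. The signal-to-noise ranking of GSEA needs replicates and was not computed. Of the set's 130 members, 122 were matched to the table and 120 were tested. The enrichment score was -0.46, with a 95% range of -0.48 to -0.43 over 200 Poisson draws of the reads, where a negative score means that the members gather among the genes lower in the TSA library. None of 10000 random lists matched on mean expression had a score as low. The median log2 fold change of the set was -0.16, at the 1.76th percentile of random lists, with 85 of the 120 genes lower (75 when the libraries were scaled by total reads). After a correction for transcript length the percentile was 3.08. No member was higher by more than 2-fold and 5 were lower, named here after their values were seen: Ube2c (584 reads in the control library and 184 in the TSA library), Mad2l1 (587 and 272), Mcm8 (183 and 89), Cdc20 (668 and 329) and Clspn (1483 and 737). With total-read scaling 2 of them, Ube2c and Mad2l1, stayed past 2-fold, and with upper-quartile scaling 3, with Mcm8. The set contains 44 subunits of the proteasome, whose median log2 fold change was 0.0090, while the median of the other 76 genes was -0.26, with 65 of them lower. In separate lists of genes expressed in single phases of the cell cycle, 40 of 43 S-phase genes were lower, with a median log2 fold change of -0.31, and 53 of 54 G2/M genes were lower, with a median of -0.82 and 18 genes past 2-fold. With total-read scaling 38 and 51 were lower. Both medians lay below those of all 10000 random lists.

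**Figure D3:**
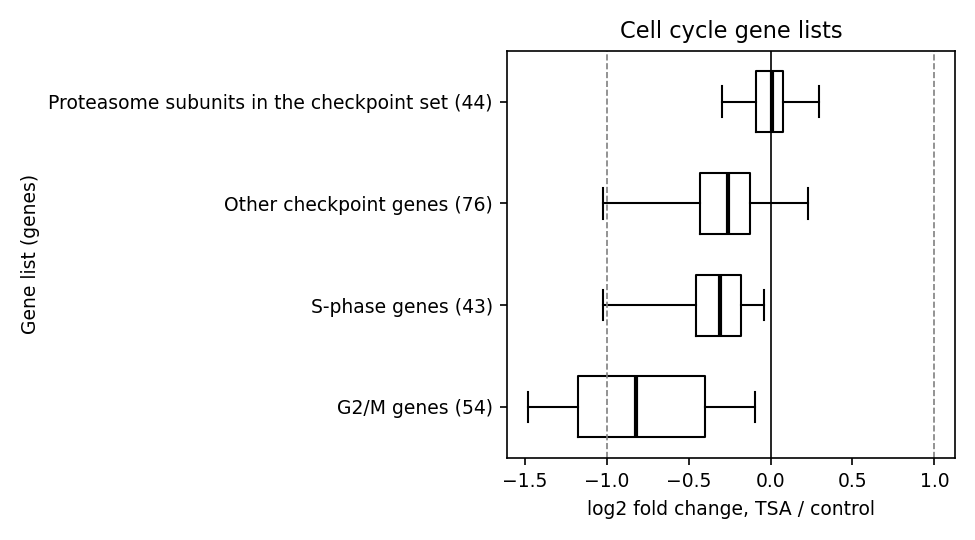
Log2 fold change in the TSA library over the control library (horizontal axis) of the genes in 4 cell cycle lists, with the number of genes in parentheses. Boxes run from the 25th to the 75th percentile, whiskers run from the 5th to the 95th percentile, thick lines are medians and dashed lines mark 2-fold; the medians are 0.0090 for the proteasome subunits, -0.26 for the other checkpoint genes, -0.31 for S-phase genes and -0.82 for G2/M genes.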

GSEA revealed that genes related to the cell cycle checkpoint were positively enriched in TSA-treated Treg cells (Fig. 6A). This result is consistent with the GO analysis (Fig. 4D). To examine whether Treg cells are more susceptible to TSA than other subsets, proliferation of each CD4 + T cell subset was monitored in a CFSE dilution assay in the presence or absence of TSA. Although division of all CD4 + T cell subsets was suppressed by TSA, Treg cells showed the greatest reduction in proliferation (Fig. 6B). To examine whether this is due to apoptosis, we measured apoptosis by Annexin V and 7-AAD staining. The numbers of early apoptotic cells (Annexin V + /7-AAD-), late apoptotic cells (Annexin V + /7-AAD +), and total apoptotic cells in the TSA-treated group were all lower than those in the control group (Fig. 6C). In addition, we measured expression of Ki-67, which is widely used as a marker of cell proliferation. The mean fluorescence intensity (MFI) value for Ki-67 was significantly decreased in the TSA-treated Treg group (Fig. 6D). Thus, the reduced percentage of divided Treg cells was not due to apoptosis, but to inhibition of cellular proliferation.

**Figure 6:**
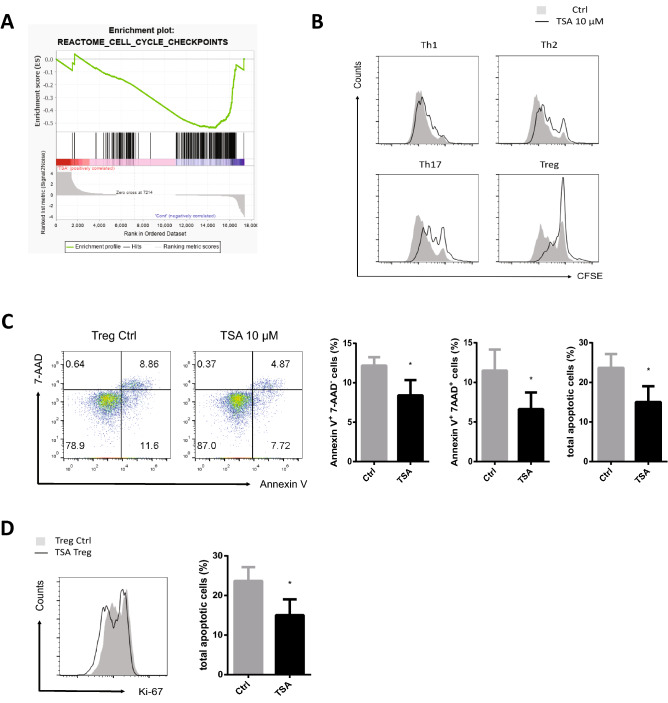
Reduced proliferation in the presence of the HDAC6 inhibitor is due to diminished proliferation rather than to increased apoptosis. (**A**) GSEA plot of genes related to cell cycle checkpoints. (**B**) Naïve CD4 + T cells were stained with CFSE and differentiated for 3 days into each CD4 + T cell subset in the presence of vehicle (control) or TSA (10 μM). The proliferation of each CD4 + T cell subset was quantified by measuring CFSE fluorescence. (**C**) Naïve CD4 + T cells were differentiated for 3 days into Treg cells in the presence of vehicle (control) or TSA (10 μM). Apoptosis of Treg cells was measured by flow cytometry after Annexin V/7-AAD staining. (**D**) Cells were cultured as described in C. Ki-67 protein expression was analyzed by flow cytometry. Data shown in the dot plot and histogram are representative of four independent experiments. Statistical analysis in C and D was performed using data pooled from four independent experiments. Error bars represent the SD, and P values were determined by the Student’s t test. *P < 0.05; **P < 0.01; *** P < 0.001; and ****P < 0.0001, n.s., not significant.

## Discussion

Treg cells are a distinct subset of CD4 + T cells that prevents abnormal or excessive immune responses and development of autoimmune disorders. However, because they also suppress other effector T cells, depleting Tregs can be clinically beneficial in some cancer models. Thus, proper regulation of Treg cell differentiation and function is a promising therapeutic approach to diverse diseases. Because Foxp3 is a key transcription factor that is essential for differentiation and inhibitory function of Treg cells, it is important to understand the molecular mechanisms that control Foxp3 induction and maintenance. Although we know how epigenetic modifications influence gene regulation in general, it is not clear how HDACs regulate Foxp3.

Here, we show that HDAC6 is an important regulator of murine iTreg cell differentiation and function. Among all CD4 + T cell subsets examined, HDAC6 mRNA and protein levels were highest in Treg cells. We used HDAC6-selective inhibitors to examine the effect of HDAC6 on Treg cells. Whereas expression of genetic markers specific for conventional CD4 + T cells increased upon exposure to TSA, that of *Foxp3* in Treg cells fell significantly. Moreover, when treated with different concentrations of TSA, expression of IL-17A protein in Th17 cells increased, but that of Foxp3 in Treg cells decreased, in a dose-dependent manner. A previous study shows that deficiency of HDAC6 promotes IL-17A production by γδ T cells^54^. These data suggest that HDAC6 may affect reciprocal regulation of Th17 and Treg cells. This reduction in Foxp3 expression was also noted after exposure to other HDAC6 inhibitors (i.e., ACY-738, HPOB, and Nexturastat A) and a pan-HDAC inhibitor (Trichostatin A). These results show that HDAC6 is required for Foxp3 induction.

Next, we performed RNA-seq analysis to identify changes in global gene expression after HDAC6 inhibition. We found that TSA-treated iTreg cells lose the characteristics of Treg cells. Changes in transcript levels led to functional changes in Treg cells. Loss of Foxp3 expression, along with that of surface markers such as CD25 and PD-1, attenuated the suppressive capacity of TSA-treated Treg cells in vitro*.* Increased expression of PD-1 contributes to the suppressive function of Treg cells^55^. Furthermore, GSEA analysis suggests that, compared with control Treg cells, genes highly expressed by TSA-treated Treg cells are enriched in the category “cell cycle checkpoints”. Inhibiting HDACs alters many biological processes that affect gene expression, cell proliferation, differentiation, and cell survival^56^. Our results also suggest that proliferation and expression of related makers in Treg cells falls markedly after treatment with TSA, while the rate of apoptosis falls slightly.

Our data show that selective HDAC6 inhibitors inhibit Treg cell differentiation in vitro*.* This result is in stark contrast with that presented in a previous report showing that gene deletion or a pharmacological inhibitor of HDAC6 increases expression of Foxp3, and increases their suppressive capability^31^. By contrast, recent studies show that Treg frequency falls and tumor growth is inhibited after treatment with selective HDAC6 inhibitors^33–35^, which supports our results. In accordance with these findings, selective inhibition of HDAC6 shows potential as an effective cure in various tumor models^57, 58^. It is not clear why different studies report different effects of HDAC6 inhibition. Differences in the method of T cell activation may be one possible reason. The use of antigen-presenting cells, in particular, in the inhibitor-treated culture medium can have indirect effect of the inhibitor exerted on antigen-presenting cells. Another possible reason is different concentrations of the pharmacological inhibitors used in different studies because high concentrations may affect other HDACs in addition to the specific target. Further studies are needed to obtain more consistent results.

In summary, we show here that pharmacological inhibition of HDAC6 impairs murine iTreg cell function by downregulating Foxp3 expression. Our findings also suggest the possibility that HDAC6 might be a potential therapeutic target in inflammatory diseases. Given that TSA inhibits the suppressive ability of Treg cells, treatment with TSA may be an effective therapeutic strategy for curing immune-related diseases and tumors by amplifying the effects of effector T cells and other antitumor immune responses.

## Supplementary Information

Supplementary Information.

# Supplementary material for: Histone deacetylase 6 plays an important role in TGF-β-induced murine Treg cell differentiation by regulating cell proliferation
**Source:** Sci Rep. 2022 Dec 29;12:22550. doi: 10.1038/s41598-022-27230-7
**Supplement:** Supplementary file 1 — Supplementary Information.

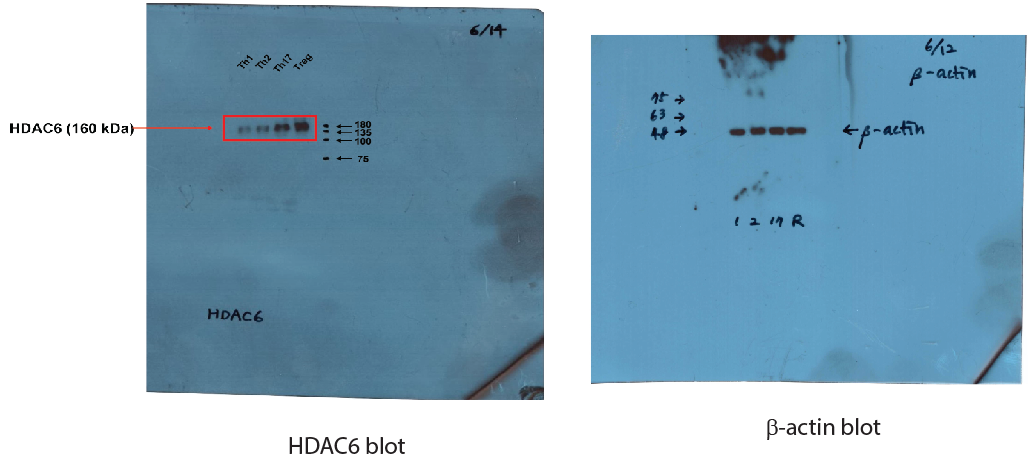

**Supplementary Figure 1. Whole blots of Fig 1B.**

Left panel: HDAC6 blot, right panel: β-actin blot.

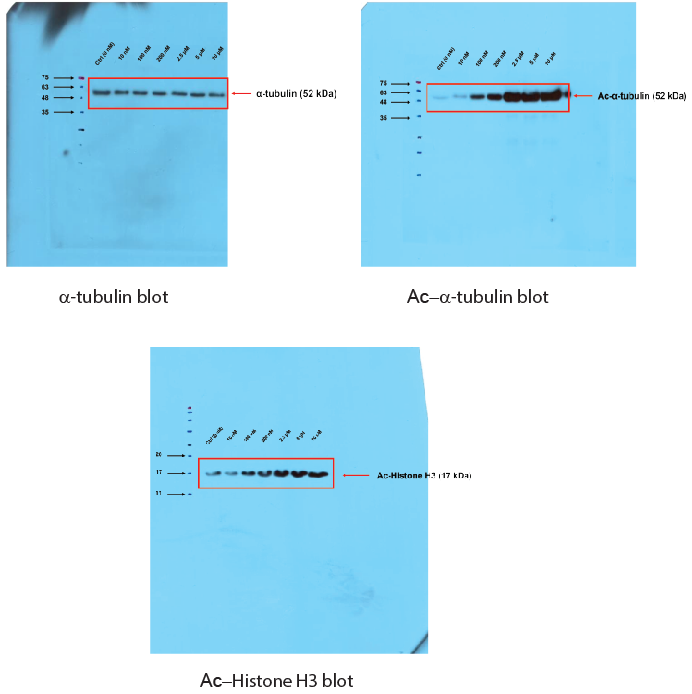

**Supplementary Figure 2. Whole blots of Fig 2E.**

Upper left panel: α-tubulin blot, upper right panel: Ac-α-tubulin blot, lower panel: Ac-Histone H3 blot

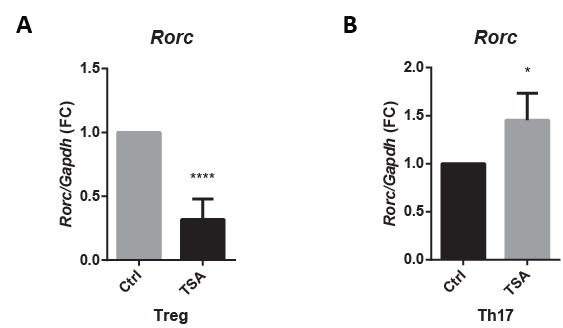

**Supplementary Figure 3. Rorc expression in TSA-treated Treg cells (A) and Th17 cells (B).**

Naïve CD4+ T cells were differentiated into Treg or Th17 subset with vehicle (control) or TSA (10 μM) for 3 days. Relative expression of *Rorc* mRNA was measured by qRT-PCR. Statistical analysis in A was performed on pooled data from five independent experiments and in B on pooled data from three independent experiments. Error bars represent the SD, and P values were determined by the Student’s t test. *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001, n.s., not significant.

**Supplementary Table 1. Primers list used for qRT-PCR**

| Primer name | Sequences (5´→3´) |
| --- | --- |
| *Ifng* Forward primer | GGATGCATTCATGAGTATTGC |

| *Ifng* Reverse primer | CCTTTTCCGCTTCCTGAGG |
| --- | --- |
| *Ifng* probe | TTTGAGGTCAACAACCCACAGGTCCA |
| *Il4* Forward primer | AGATCATCGGCATTTTGAACG |
| *Il4* Reverse primer | TTTGGCACATCCATCTCC |
| *Il4* probe | TCACAGGAGAAGGGACGCCATGC |
| *Il17a* Forward primer | CTCCAGAAGGCCCTCAGACTAC |
| *Il17a* Reverse primer | AGCTTTCCCTCCGCATTGACACAG |
| *Il17a* probe | TCTGGGAAGCTCAGTGCCGCCACCAGC |
| *Foxp3* Forward primer | CCCAGGAAAGACAGCAACCTT |
| *Foxp3* Reverse primer | TTCTCACAACCAGGCCACTTG |
| *Foxp3* probe | ATCCTACCCACTGCTGGCAAATGGAGTC |
| *Gapdh* Forward primer | CAATGTGTCCGTCGTGGATCT |
| *Gapdh* Reverse primer | GTCCTCAGTGTAGCCCAAGATG |
| *Gapdh* probe | CGTGCCGCCTGGAGAAACCTGCC |
| *Hdac6* Forward primer | TCCACCGGCCAAGATTCTTC |
| *Hdac6* Reverse primer | CAGCACACTTCTTTCCACCAC |
| *Il2ra* Forward primer | AACCATAGTACCCAGTTGTCGG |
| *Il2ra* Reverse primer | TCCTAAGCAACGCATATAGACCA |
| *Prdm1* Forward primer | AAGACGTTCGGTCAGCTCTCCA |
| *Prdm1* Reverse primer | CTGGCACTCATGTGGCTTCTCT |
| *Nt5e* Forward primer | GGACATTTGACCTCGTCCAAT |
| *Nt5e* Reverse primer | GGGCACTCGACACTTGGTG |
| *Crem* Forward primer | CAGACTAGCACGGGGCAATAC |
| *Crem* Reverse primer | AGCCACACGATTTTCAAGACAT |
| *Zeb2* Forward primer | ATTGCACATCAGACTTTGAGGAA |
| *Zeb2* Reverse primer | ATAATGGCCGTGTCGCTTCG |
| *Rorc* Forward primer | ATGAGAACACAAATTGAAGTGATCC |
| *Rorc* Reverse primer | AGTAGGCCACATTACACTGCT |

How the deposited data were processed for this re-analysis (not part of the article)

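RNA from 2 cultures of naïve CD4+ T cells kept for 1 day under Treg-inducing conditions, 1 with DMSO and 1 with 10 μM TSA, was sequenced, giving 1 library per condition. The samples were assigned to the conditions from their labels and from the paper's description of the experiment. The other experiments of the paper (qRT-PCR, flow cytometry and immunoblots) were not analysed here.

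The authors prepared QuantSeq libraries, sequenced them as single-end 75-nt reads and analysed them with ExDEGA. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the normalization. The deposited values are on a log2 scale: each is log2 of a normalized count plus 1, with 1 value for each of 23282 rows (23238 distinct gene symbols) and library. This was found from the values, because taking 2 to the power of a value and subtracting 1 gave multiples of 1.005 in the control library and 0.995 in the TSA library. Factors from the trimmed mean of M-values, computed on the back-transformed values, were 1.00 for both libraries, so the authors' scaling already made the libraries comparable by that measure. In the control library, 1940 rows without a read were listed at 0.001 to 0.016 when the TSA library had reads. These were read as 0 reads.

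The plan made before the data were examined assumed raw counts with trimmed-mean scaling. Because the values were already normalized and on a log2 scale, the deposited values were used as they are. The log2 fold change of a gene is its TSA value minus its control value, which holds a pseudocount of 1 normalized count. Genes with at least 10 reads in at least 1 library were tested, and a gene was called changed when its fold change passed 2-fold, the threshold the paper gives. With 1 library per condition no p-value across genes was computed. The reads recovered were used for exact Clopper-Pearson 95% intervals of each fold change, for a floor of 3 reads (a CPM (reads scaled to the library total) of 0.277 in the control library and 0.288 in the TSA library) and for 100 random splits of the pooled reads. The libraries held 10845868 and 10432698 reads on genes. Intervals and floors cover counting error only.

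Gene lists were compared with 10000 random lists of the same size, drawn from 20 bins of mean expression. They were the Treg-associated and conventional T cell genes of Fig. 4B and 4C, S-phase and G2/M genes from Seurat 5.3.0 (human symbols written as mouse symbols), mouse Reactome sets from fgsea 1.28.0, and transcription factor families recognised by symbol. Reactome members were matched to symbols through a RefSeq gene table of GRCm38, and 93.8% of the cell cycle checkpoint set was matched. Gene positions, transcript lengths and the GC content of the last 500 nt of the longest transcript were taken from GENCODE M21, and 96.1% of the tested genes had a value. The computations were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R 4.3.3.

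The genes named in the text are those the paper names or labels legibly in Fig. 4B and 4C, Hdac6, the genes of Fig. 5B, Fig. 5C and Supplementary Figure 3, Mki67, and, among genes with a mean normalized count of at least 100, the 5 with the highest and the 5 with the lowest log2 fold change. Any other gene is marked as chosen later. A gene that this rule covers, and a gene list examined after the data were seen together with its tests, are not reported here.

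The steps were tested on simulated data drawn from the real means and depths, in which 200 genes were changed by 4-fold. The changed genes were picked among those with a mean normalized count of at least 10, and the reads varied by counting error only. High recovery and interval coverage could therefore be foreseen. They check the steps, not the calls for genes with few reads or other differences between libraries. Of 11841 simulated genes tested, all 200 changed genes were among them and 99% of these were recovered in the right direction past 2-fold, and 160 of 11641 unchanged genes passed 2-fold. The 95% intervals held the true fold change for 95.6% of the genes, and the reads of 17797 genes with few reads were recovered for 100% of them after rounding. A list of 100 genes lowered by 0.5 on the log2 scale, a change of -0.5, lay below all random lists, and 20 unchanged lists lay between the 5.85th and the 99.7th percentile.

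Alternatives were set before the data were examined for the scaling (median of ratios, total reads, upper quartile, reads without scaling), the pseudocount (0.1 and 5), the filter on low counts, the threshold (1.5-fold), the use of the interval, the random lists and the running-sum score. Scaling by the trimmed mean of M-values, 2 thresholds on the deposited log2 value, and the alternatives for Reactome sets other than checkpoints and RNA polymerase II transcription were added after the data were seen.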

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

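The tests of counting noise, GC content and transcript length for these genes were chosen after their values were seen. Outside the genes the paper discusses, the 5 genes with the highest fold change in the TSA library, among genes with a mean normalized count of at least 100, were Grn, Rab34, Stard10, Tesc and Sbf2, and they stand out because both libraries held far more reads of them than the 3 the depth can show. Grn, which encodes progranulin, rose from 49 to 287 reads, a log2 fold change of 2.51. Rab34 rose from 42 to 239 reads, a log2 fold change of 2.47, and Stard10 from 38 to 213 reads, a log2 fold change of 2.44. Tesc had 155 and 710 reads, a log2 fold change of 2.17, and Sbf2 had 48 and 190 reads, a log2 fold change of 1.95. In GENCODE M21 on GRCm38, Grn lies on chromosome 11 from 102430315 to 102437048, Rab34 on chromosome 11 from 78188430 to 78192193, Stard10 on chromosome 7 from 101317086 to 101346626, Tesc on chromosome 5 from 118027743 to 118061878 and Sbf2 on chromosome 7 from 110308013 to 110614922.

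Counting noise alone gave much smaller changes: over 100 random splits of the pooled reads, the largest fold of any gene with a mean normalized count of at least 100 was 1.75, against 3.86 for Sbf2. The highest median log2 fold change of any of 20 bins of tested genes was 0.052 for GC content and 0.12 for transcript length, but the median of a bin cannot show how far single genes are moved, so neither cause is ruled out. Grn is expressed strongly by myeloid cells, so RNA from myeloid cells was tested with 9 marker genes chosen before their values were seen; these together had a ratio of TSA to control reads, each relative to the library total, of 0.785. An effect of TSA may explain these genes, but with 1 library per condition it cannot be told apart from an effect of GC content or transcript length, or from a difference between the 2 cultures or library preparations that has nothing to do with TSA.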

How the results depend on the processing

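No paired analysis was possible because there was 1 library per condition, and no replicate could be left out. The medians of all gene lists and the checkpoint score kept their direction under every scaling, pseudocount and filter tried for them. The filter on low counts moved the counts of changed genes most, except that in proportion the number of lower genes moved most with the rule that the whole interval lie beyond 2-fold. Without a filter, 4017 genes passed 2-fold (2817 higher and 1200 lower, 70.1% higher), random splits of the reads gave 1377, the checkpoint score was -0.42, and the transcription factor families had a median log2 fold change of 0.20 with 121 genes past 2-fold. With at least 10 reads in both libraries, 747 genes passed (524 higher and 223 lower, 70.1% higher), random splits gave 28.7, and the transcription factor families had a median of 0.10 and 37 genes past 2-fold. With a mean normalized count of at least 50, 419 genes passed (278 higher and 141 lower, 66.3% higher), random splits gave 0.13, and the transcription factor families had a median of 0.081 and 24 genes. With a 1.5-fold threshold, 3293 genes passed (2279 higher and 1014 lower, 69.2% higher), and with the whole 95% interval beyond 2-fold, 703 (604 higher and 99 lower). Of 2 settings chosen after the counts were seen, a 1.5-fold threshold with a deposited log2 value of at least 4 in 1 library gave 2724 genes (909 lower, 66.6% higher), and a 2-fold threshold with the same minimum gave 1319 genes (310 lower, 76.5% higher).

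Scaling by total reads moved the share of higher genes to 82.2%. The median log2 fold change became -0.19 for the Treg marker genes, -0.086 for the checkpoint set, -0.24 for S-phase genes, -0.11 for RNA polymerase II transcription and 0.22 for the transcription factor families, and the checkpoint score -0.41. Upper-quartile scaling gave 81.1% higher genes and medians of -0.11 for the checkpoint set, -0.27 for S-phase genes and -0.14 for RNA polymerase II transcription. The checkpoint score was -0.49 when genes were ranked by the difference over its counting error and -0.30 without weights. Tnfrsf4, at -0.04 as deposited, reversed to 0.030 with total-read scaling and 0.0031 with upper-quartile scaling. Each of these scalings adds nearly the same amount to every gene, as the median of all tested genes shows (0.015 as deposited, 0.085 with total reads, 0.058 with the upper quartile), and this shift accounts for the changed medians, for the share of higher genes under these scalings and for Tnfrsf4. The lower share of higher genes under the stricter filters follows from the excess at low counts, with 838 genes higher and 166 lower under a mean normalized count of 20 and 9 higher and 28 lower at 500 or more. For the remaining changes the cause was not tested. The other 97 values of the main comparisons stayed within their counting error, or within 1.5 times the count. Among values for single genes, percentiles and Reactome sets added later, 49 others moved and 481 did not. The depth limits what can be said of Il4, Il21, Pparg, Nlrp3 and Tgfb3, which had at most 14 reads in either library.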

Differences from the paper's values

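The paper reports 2,722 differentially expressed genes at more than 2-fold, and 1783 were found here. Among the alternatives set before the data were examined, scaling by total reads (1828 genes), a pseudocount of 0.1 (1854), no filter on low counts (4017) and a 1.5-fold threshold (3293) came within 1.5 times the paper's number, and the other scalings, the pseudocount of 5, the other filters and both uses of the interval did not. The paper reports 907 downregulated transcripts, and 383 were found here. Of the same alternatives, no filter on low counts (1200) and a 1.5-fold threshold (1014) came within 1.5 times the paper's number, and the others did not. A 1.5-fold threshold combined with a deposited log2 value of at least 4 in at least 1 library gave 2724 genes, of which 909 were lower; this setting was chosen after seeing the values. With the same minimum and a 2-fold threshold, also chosen after seeing the values, 1319 genes passed, of which 310 were lower, further from the paper's numbers.

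The enrichment score for cell cycle checkpoints is about -0.53 in Fig. 6A, read by eye, and was -0.46 here, with a different release of the gene set and another ranking. Neither any alternative set before the data were examined nor the scaling added later closed the gap, and the scores lay between -0.49 and -0.30.

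The paper's text states that cell cycle checkpoint genes were positively enriched in TSA-treated Treg cells, and its discussion places them among the genes highly expressed by these cells. The score here was negative, -0.46, and 85 of 120 tested members were lower in the TSA library. Foxp3, Pdcd1 and Cxcr5 are named by the paper among the downregulated genes. Here they did not pass 2-fold, with fold changes of 0.586, 0.541 and 0.652. Fig. 4C itself gives 0.59 for Foxp3 and 0.54 for Pdcd1, the same values after rounding. For Foxp3 and Pdcd1 the difference thus lies between the paper's 2-fold threshold and its own figure. Foxp3, Pdcd1 and Cxcr5 all pass a 1.5-fold threshold as deposited. Cxcr5 falls short of it with total-read scaling (log2 fold change -0.547), upper-quartile scaling (-0.574) and a pseudocount of 5 (-0.581). Il17a, which the paper names as upregulated, had a fold change of 1.91, which passes 1.5-fold but not 2-fold; with scaling by total reads, set before the data were examined, its log2 fold change of 1.0055 passes 2-fold. The paper names Il21 as upregulated too, and here it had 5 reads in the control library and 7 in the TSA library, with a 95% interval of the fold change from 0.379 to 5.54. Fig. 4C shows Pparg and Nlrp3 as the lowest gene and one of the highest genes of the heat map, and here they rested on 3 and 0 reads and on 0 and 2 reads.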

Other observations

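Of the tests below, those of low read counts, of GC content and transcript length among genes with few reads, of background spread evenly over transcripts and of transcript length for the checkpoint genes without the proteasome subunits were chosen after the result was seen.

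More genes passed 2-fold upward than downward in the TSA library, 1400 against 383, and 1940 genes had reads in the TSA library alone against 640 in the control library alone. Random splits of the pooled reads gave at most 100 higher genes, but with 1 library per condition the excess cannot be told apart from variation between libraries. Under every scaling at least 78.5% of the changed genes were higher. There were 3.66 higher genes per lower gene as deposited, 3.58 after the median of each GC content bin was removed and 3.59 after the same for transcript length. The corrected ratios take genes of all read counts together, and genes without a GC content or length value could not be corrected. They do not show how far the genes with few reads were moved, so by themselves they rule out neither cause. Among genes with a mean normalized count under 100, divided into 10 bins, the lowest ratio in any bin was 2.71 for GC content and 1.81 for transcript length. The highest ratio was 7.16 for GC content and 16.5 for transcript length, so an excess was present in every bin, which goes against either property as the whole cause, but its size varied with both. Marker genes of B, myeloid, erythroid and CD8 or NK cells together changed by a ratio of 1.16 in reads relative to the library total (95% interval 1.07 to 1.25). CD8 or NK genes held 1017 of the 1210 control reads and changed by 1.197 (1.0996 to 1.30). The other ratios were 1.04 (0.474 to 2.28) for B, 0.785 (0.601 to 1.02) for myeloid and 1.40 (0.929 to 2.13) for erythroid genes, so a small contribution of other cells remains open. The excess depended on low read counts: at a mean normalized count of at least 100 it was 1.13 higher genes per lower gene, with 121 higher and 107 lower. Olfactory and vomeronasal receptor genes, taken beforehand as silent in T cells, rose by a ratio of 3.03 in reads relative to the library total (95% interval 2.32 to 4.01), from 74 to 216 reads, and 16 of these 1460 genes had reads in the control library against 77 in the TSA library. A single gene, Olfr56, picked out after its value was seen, held 32 of the control reads and fell to 6, and without it the ratio was 5.198 (3.72 to 7.42). Background reads in the TSA library may thus contribute. Background spread evenly over transcripts would give every gene a similar gain per kb. The receptor genes gained 0.0268 normalized counts per kb of transcript, and the other genes with a mean normalized count under 20, with or without reads, gained 0.503 (0.931 for those with reads). GC content and transcript length may still contribute to the size of the excess. A broad rise of weakly expressed genes after inhibition of a deacetylase is a hypothesis that these data cannot separate from background of another kind, from a small share of other cells, or from a difference between the libraries.

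Cell cycle genes were lower in the TSA library. The checkpoint set's median relative to the median of all tested genes was at most -0.17 over the scalings, a value that a single factor per library cannot move and that therefore shows no stability. Without the proteasome subunits the set lay at percentile 0 of matched random lists, below all of them. The whole set lay at percentile 1.76 as deposited, 2.03 after correction for GC content and 3.08 after correction for transcript length, the last past the limit of 2.5 set for this test. The members other than proteasome subunits lay at percentile 0.05 after the length correction. The GC correction left the whole set inside the limit, at 2.03. The corrections moved these percentiles little, so low values after them could be foreseen and decide neither cause. GC content and transcript length both remain open, as a part or as the whole cause. The whole set passed the limit after the length correction and stayed near it after the GC correction. Slower entry into the cell cycle was examined with the 84 S-phase and G2/M genes outside the checkpoint set: 80 of them were lower, their median log2 fold change was -0.48 and their percentile was 0. These genes are most of the S-phase and G2/M lists given with the enrichment score, so the values add little to those. They cannot separate slower entry from slower progress through later phases, because the G2/M genes fell more than the S-phase genes. The values are consistent with fewer cycling cells in the TSA culture after 1 day, as a hypothesis from 1 library per condition. A scan covered 619 Reactome sets with at most 500 listed genes and at least 15 tested genes, each set against 1000 random lists. Of these sets, 17 lay below all lists and 12 above all lists. Many of the sets share genes, so these counts are not of independent results. Several sets above all lists hardly changed, such as Peptide chain elongation, with a median log2 fold change of 0.027 over 83 genes. The Mitotic Prometaphase set had a median log2 fold change of -0.41 over 98 genes, and Extracellular matrix organization had one of 0.42 over 110 genes.

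Neighbouring genes were tested for joint changes, with gene order from the RefSeq table of GRCm38. Across 11503 pairs of neighbouring tested genes, which are not independent replicates, the rank correlation of log2 fold changes was 0.0536, above the largest value of 1000 shuffles within expression bins (0.0340). Among the 7630 pairs more than 5 kb apart it was 0.00585, inside the shuffles, so reads shared by overlapping or adjacent genes may account for the joint changes. No biological explanation was tested.

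Among genes with a mean normalized count of at least 100, the lowest log2 fold changes were those of Ccr6 (-2.56, from 502 to 85 reads), Hbegf (-2.30, from 336 to 68), Ccr4 (-2.30), Pura (-2.16, from 1727 to 389) and Lrrc32 (-1.98, from 269 to 68). The paper measured several genes by qRT-PCR or flow cytometry after 3 days, and their day 1 values here belong to another time point. The fold change was 0.8403 for Il2ra, 0.808 (95% interval 0.697 to 0.936) for Nt5e and 0.828 (0.698 to 0.981) for Crem. Prdm1 did not differ by more than counting error, and Zeb2 rose from 13 to 43 reads, a fold change of 3.11 (1.73 to 6.64). Mki67, which encodes Ki-67, fell from 1861 to 653 reads, a fold change of 0.348 (0.317 to 0.380). Hdac6 had 146 and 166 reads, a fold change of 1.13 (0.896 to 1.42). The other deacetylase genes of classes I, II and IV were looked at after the main results were seen, and they went both ways. Hdac9 went from 1 to 27 reads, at least 8.91-fold with the control set at 3 reads (95% interval of the fold change 4.41 to 1095), and Hdac11 from 2 to 11 reads, at least 3.63-fold on the same footing (1.19 to 50.6). Both intervals also hold smaller values than these folds. Hdac8 had a fold change of 2.07 (1.60 to 2.73), Hdac5 of 1.62 (1.31 to 2.01) and Hdac1 of 1.38 (1.29 to 1.49). Hdac2 was lower at 0.787 (0.733 to 0.845), Hdac3 at 0.827 (0.691 to 0.987) and Hdac4 at 0.692 (0.551 to 0.862). Hdac7 (1.004) and Hdac10 (0.788, with an interval of 0.580 to 1.06) did not differ by more than counting error. All these intervals use the deposited scaling. With total-read scaling those of Crem and Hdac3 would include no change, and that of Hdac7 would exclude it.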
